A study of Mus musculus with 18 samples. Its data were reported in "Robust Transcriptional Profiling and Identification of Differentially Expressed Genes With Low Input RNA Sequencing of Adult Hippocampal Neural Stem and Progenitor Populations" (2022).

How the data were processed

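Neural stem cells (NSCs) from the dentate gyrus of adult mice were grown in culture and exposed for 24 h to 500 µM hydrogen peroxide (H2O2), an oxidant, or to vehicle. Total RNA was isolated from about 30000 cells of each culture and diluted to inputs of 1 ng, 100 pg and 10 pg. Full-length cDNA was preamplified (SMART-Seq HT), and libraries were made with Nextera XT and sequenced with paired ends on an Illumina HiSeq. The 18 libraries form 6 groups of 3, which are vehicle and H2O2 at each of 3 inputs. The 3 inputs of a culture are dilutions of the same RNA, so they make 6 separate RNA samples in all. The column headers name the cultures F5, F8 and M9, and the treatment and input of each library. Columns were assigned to groups by these headers, and single columns were not matched to single sample titles.

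The authors trimmed the reads with AdapterRemoval, removed those of ribosomal, mitochondrial and PhiX sequence, aligned the rest with HISAT2 2.0.6 to the mouse genome build GRCm38 and counted them per gene without regard to strand with featureCounts of the Subread package. The submitters' processing notes also name CASAVA 1.8.2, and they name the build GRCh38, a human build, although the tables hold mouse gene symbols. For each input the authors deposited a table filtered by CLEAR, a method that orders transcripts by expression, fits how reads are placed along them and keeps the genes it takes to be reliably quantified, and an unfiltered table. The deposited values are a signal in normalized counts, which are gene counts that the authors divided by 1 size factor per library within each table. These values are not raw counts. Each value was a whole multiple of what 1 read is worth in its library (100% of values within 1e-08 of a whole number), so whole reads were recovered. Each input was normalized on its own, and treatments were therefore compared only within a table. Because strand was not used, reads of overlapping genes on opposite strands are not separated. A few genes carry dates in place of symbols in the deposited tables (19, 18 and 12 genes in the CLEAR tables of 1 ng, 100 pg and 10 pg and 27 in the unfiltered ones), and these were tested but are not named.

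The unfiltered tables held 50600 genes. The CLEAR tables held 13936 genes at 1 ng, 12537 at 100 pg and 6616 at 10 pg, of which 244, 366 and 260 were listed at 0 in all 6 libraries and were left out. This left 13692, 12171 and 6356 tested genes. Of the symbols, 98.4% at 1 ng, 98.5% at 100 pg and 98.4% at 10 pg matched GENCODE M21 (GRCm38), from which coordinates, gene types and transcript lengths were taken. The authors counted on an earlier GENCODE release. Replicates of a group differed far beyond sampling noise (chi-square per gene of 7.31 to 209.8 between libraries), so none was treated as a duplicate.

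H2O2 was compared with vehicle at each input with limma 3.58.1 (R 4.3.3; lmFit and eBayes with a mean trend) on log2(normalized count + 1), 2-sided, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Fold changes are on this scale, which understates the change of genes with low counts. The recovered reads were tested with DESeq2 1.42.0, the tool of the study, and with edgeR 4.0.16 (TMM, quasi-likelihood). Normalized values are given as mean ± SD of 3 libraries and log2 fold changes with their standard error (SE). p-values measure the spread between the cultures. PCR reads are not independent molecules, and 3 replicates per group limit the precision.

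Vehicle and H2O2 libraries of a culture come from the same cells. Transcripts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 0 to 3.22 normalized counts in the libraries of F5 and F8, and Xist was at 0 to 0.877 in those of M9. At 1 ng, deviations from the group means correlated across genes between the vehicle and H2O2 libraries of a culture (r = 0.186 for F5, 0.152 for F8 and 0.521 for M9). M9 stood apart, but F5 and F8 did not stand apart from each other (r = 0.179 between vehicle F8 and H2O2 F5), and at 10 pg no culture did (−0.0340 for F5, 0.00307 for F8 and 0.0399 for M9). By the study's account there was 1 line from pooled male mice and 1 from pooled female mice, so F5 and F8 share a line. A fit with the culture as a block was therefore computed beside each fit without it. Deviations also followed the RNA sample between inputs: each of the 6 RNA samples correlated best with itself between 1 ng and 100 pg and between 1 ng and 10 pg, and 4 did between 100 pg and 10 pg.

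The comparisons, their tests, the first set of alternatives, the rule for naming genes and 21 gene lists were fixed before the data were examined. The lists were NRF2 targets and antioxidant enzymes, p53 targets, DNA replication, mitosis, neural stem cell quiescence, neural stem and progenitor identity, neuronal differentiation, markers of astrocytes, oligodendrocyte lineage, microglia, and endothelium and pericytes, the integrated stress response, the unfolded protein response, the heat shock response, immediate early genes, lysosome and autophagy, cholesterol synthesis, hypoxia and glycolysis, the interferon response, senescence-associated secreted factors, and extracellular matrix and adhesion. The quiescence list overlaps known quiescence genes that the study took from earlier work and reported in single cells of the same cultures. For each list the members past the threshold were counted over all genes and adjusted over the list alone. Lists were tested with camera, which compares a list with the other genes, at a preset correlation of 0.01 and again with an estimated correlation, and with fry. The directional fry p asks whether the genes of a list move, on balance, one way, and its mixed p whether they change in either direction. Neither compares the list with other genes. Adjustment was over the lists of an input.

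Named genes were those past the threshold with a mean of at least 50 normalized counts, no overlap between the groups and a symbol that is not a predicted or clone name: the 10 with the largest change in each direction at 1 ng and the 5 in each direction at 100 pg and at 10 pg. Up to 4 members of each list with the smallest p at 1 ng were added, with 18 genes fixed by name, 16 of which the study names for single cells of these cultures. Of the other two, the study names Slc5a3 for sorted cells after brain injury, and Cdkn1a is not in its text. Interactions, that is whether the measured H2O2 effect differed between inputs, were tested with limma. The test used the difference between the log2 values of the 2 inputs of each RNA sample. Overlaps of changed genes were compared with those of independent lists and with the 9 other splits of the 6 RNA samples into 3 and 3. The coefficient of variation (CV) was the SD over the mean of 3 replicates, and a gene was detected at a normalized count above 0. Detected genes were planned to be compared between inputs with an exact permutation test, and because the 3 inputs share their RNA the signs of the 6 differences within RNA samples were permuted. Alternatives were pseudocounts of 0.5 and 5, a mean of at least 10 normalized counts, the unfiltered table, quantile normalization, median centring, DESeq2, edgeR, the block, a log2 fold change of at least 1, and each library left out in turn. For overlaps an adjusted p under 0.01 and leaving out each culture were added to these. Leaving out culture F5 in the comparisons within an input, DESeq2 with the block, DESeq2 with a log2 fold change of at least 1, and 10 further gene lists were chosen after seeing the data.

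The tests of single genes and of interactions were tried on simulated data with known changes. At 1 ng, limma recovered 52 of 100 genes changed 2-fold and 91 of 100 changed 4-fold, with 7 false calls among 13611 genes. At 100 pg it recovered 28 and 70 of 100, with 10 false calls among 12126 genes. At 10 pg it recovered 0 and 23 of 100, with 3 false calls among 6352 genes. DESeq2 recovered more and made more false calls: 67 and 93 of 100 with 44 false calls at 1 ng, 47 and 86 with 35 at 100 pg, and 8 and 53 with 21 at 10 pg. With edgeR the false calls were 9, 12 and 2. For the interaction between 100 pg and 1 ng limma recovered 0 of 67 genes whose fold differed 2-fold, 10 of 67 at 4-fold and 34 of 66 at 16-fold, and between 10 pg and 1 ng 0 of 67, 0 of 67 and 1 of 66. These simulated inputs were drawn independently, without the RNA that the real inputs share.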

Results

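RNA was profiled from 3 cultures of NSCs, F5 and F8 from the line of female mice and M9 from the line of male mice, after vehicle or H2O2 and at inputs of 1 ng, 100 pg and 10 pg (n = 3 libraries per group, 18 in all). The libraries of 1 ng held 10032600 to 11946900 counted reads, those of 100 pg 10891400 to 13051600 and those of 10 pg 10850600 to 12362500. The 10 genes with the most reads took 3.99 to 6.19% of a library. Genes kept by CLEAR took up to 95.5% of reads at 1 ng, 94.9% at 100 pg and 86.3% at 10 pg, and at 10 pg no less than 85.03%. In all gene values below, normalized counts are mean ± SD of 3 vehicle and 3 H2O2 libraries.

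The first question was which transcripts H2O2 changed at 1 ng, the input with the most genes. Ecm1, which encodes a secreted matrix protein (protein coding, chromosome 3, 95734147 to 95739569, minus strand), rose from 101.2 ± 44.8 to 742 ± 345 (log2 fold change 2.88, SE 0.43, adjusted p = 0.0201, n = 3). Alox5, a lipoxygenase that starts leukotriene synthesis (chromosome 6, 116410077 to 116461178, minus strand), rose from 43.9 ± 15.7 to 269 ± 50.9 (2.64, SE 0.31, adjusted p = 0.0167). Perp, a desmosome protein and p53 target, rose from 20.4 ± 4.63 to 116 ± 32.5 (2.44, SE 0.31, adjusted p = 0.0186), and Podn, a matrix proteoglycan, from 32.0 ± 3.62 to 172 ± 19.7 (2.39, SE 0.22, adjusted p = 0.0127). Ass1, which makes argininosuccinate, rose from 15.6 ± 12.995 to 84.9 ± 37.1 (2.61, SE 0.65, adjusted p = 0.0421), and the collagen gene Col18a1 from 551 ± 489 to 1999 ± 296 (2.24, SE 0.55, adjusted p = 0.0412), where DESeq2 gave an adjusted p of 0.0559. Cpne7, a calcium-dependent membrane-binding protein, Ptprv, a phosphatase induced by p53, Tcp11l2, a little studied gene, and Cgref1, a regulator of cell growth, rose with log2 fold changes of 2.22, 2.13, 2.06 and 2.00.

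Among the 10 largest falls at 1 ng, Pbk, a mitotic kinase, fell from 1713 ± 205 to 352 ± 239 (log2 fold change −2.68, SE 0.64, adjusted p = 0.0380), and Aurkb, the kinase of the chromosomal passenger complex, from 1439 ± 160 to 341 ± 249 (−2.53, SE 0.69, adjusted p = 0.04996). Ticrr, which starts DNA replication (−2.67), Mtfr2, a mitochondrial fission factor (−2.62), and Sgol1, a guardian of sister chromatid cohesion (−2.61), also fell. The replication-dependent histone genes Hist1h2ap, Hist1h2ao, Hist1h2an, Hist1h2ag and Hist1h2ah fell with log2 fold changes of −2.74, −2.73, −2.69, −2.62 and −2.54. These H2A copies are almost identical in sequence, so how reads divide among them is uncertain. In these genes the H2O2 library of F5 stood lowest.

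Mitosis and DNA replication genes were lower in all 3 H2O2 libraries at 1 ng, and by far the most in F5. Among 28 mitosis genes the median log2 fold change was −2.21. Against the vehicle mean, the median of the H2O2 library was −4.04 in F5, −1.56 in F8 and −1.14 in M9. Foxm1, a transcription factor for mitotic genes, fell from 1360 ± 215 to 322 ± 228 (−2.48, SE 0.64), Cenpf, a kinetochore protein, from 1489 ± 285 to 385 ± 237 (−2.16, SE 0.46), the checkpoint kinase gene Bub1 with −2.38 (SE 0.61), and the proliferation marker Mki67 (chromosome 7, 135689784 to 135716361, minus strand) from 2610 ± 215 to 633 ± 454 (−2.48, SE 0.66, adjusted p = 0.0479). In DNA replication the library medians were −3.24, −1.13 and −1.35 in F5, F8 and M9. Ccne2, a cyclin that drives entry into S phase, fell from 558 ± 22.4 to 148 ± 77.8 (−2.10, SE 0.42), Mcm4, a part of the replicative helicase, from 2467 ± 169 to 823 ± 412 (−1.74, SE 0.37), Rrm1, a part of ribonucleotide reductase, from 4938 ± 336 to 1830 ± 819 (−1.56, SE 0.34), and Slbp, which binds histone mRNA, from 1216 ± 96.0 to 613 ± 99.2 (−0.996, SE 0.14).

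Of the mitosis genes 6 of 28 fell over all genes and 28 of 28 when adjusted over the list alone (camera adjusted p = 1.33e-09, adjusted p = 0.623 with an estimated correlation, fry adjusted p = 0.187). Of the DNA replication genes 15 of 27 fell, and 26 adjusted over the list alone (camera adjusted p = 2.55e-10, adjusted p = 0.623 with an estimated correlation, fry adjusted p = 0.133). With the culture as a block 27 mitosis and 24 DNA replication genes fell. Without the vehicle library of F5, F8 or M9 each count was 0, because limma then called no gene of any kind at 1 ng. DESeq2 still called 1406 to 1783 genes over all then. The same 0 follows for every list below, so it does not measure a single list. Without the H2O2 library of F5, F8 or M9 the count was 28, 0 and 24 for mitosis and 26, 12 and 20 for DNA replication. Without the H2O2 library of F5 the fry adjusted p was 0.00849 for DNA replication and 0.0507 for mitosis. Without both libraries of F5 it was 0.106 for each.

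Targets of the p53 tumor suppressor (13 of 28 up, 1 down) and lysosomal genes (9 of 21 up) had positive medians in all 3 H2O2 libraries at 1 ng. Neither list passed camera with an estimated correlation (adjusted p = 0.566 for both). No list fixed in advance passed that test at any input, not even mitosis with 28 of 28 genes lower. Whether it can call such a list with 6 libraries was not simulated, so its result does not decide between lists. Cdkn1a, which encodes the cell cycle inhibitor p21 (chromosome 17, 29090976 to 29100727, plus strand), rose from 6668 ± 1507 to 11905 ± 815 (log2 fold change 0.86, SE 0.17, adjusted p = 0.0277). Dcxr, an enzyme that reduces sugars and dicarbonyls, rose from 621 ± 146 to 2065 ± 154 (1.76, SE 0.17, adjusted p = 0.0127), and Trp53inp1 (1.00, SE 0.14) and Btg2 (0.79, SE 0.12), both of which slow growth, also rose. Ctsd, a lysosomal protease (chromosome 7, 142375911 to 142388038, minus strand), rose from 6923 ± 1130 to 17257 ± 2852 (1.32, SE 0.16, adjusted p = 0.0170), the peptidase gene Tpp1 with 0.87 (SE 0.11), the tetraspanin gene Cd63 with 0.66 (SE 0.08) and the protease gene Ctsb with 0.58 (SE 0.08). Library medians in F5, F8 and M9 were 0.60, 0.66 and 0.51 for p53 targets and 0.65, 0.44 and 0.30 for lysosomal genes.

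Of the p53 targets 13 of 28 rose and 1 fell, and adjusted over the list alone 19 rose and 1 fell (camera adjusted p = 8.75e-08, adjusted p = 0.566 with an estimated correlation, fry adjusted p = 0.0391). Of the lysosome and autophagy genes 9 of 21 rose, and 16 adjusted over the list alone (camera adjusted p = 2.72e-07, adjusted p = 0.566 with an estimated correlation, fry adjusted p = 0.0391). With the block 15 lysosomal genes and 17 p53 targets rose. Each count was 0 without the vehicle library of F5, F8 or M9, where no gene of any kind passed by limma. Without the H2O2 library of F8 only 4 p53 targets and 5 lysosomal genes rose. The fry calls also end without the H2O2 library of F5 (adjusted p = 0.0664 for p53 targets and 0.0517 for lysosomal genes).

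Genes linked to stem cell quiescence had a positive median in all 3 H2O2 libraries at 1 ng, again with F5 in front. Id1, Id2 and Id3, which block differentiation factors, rose with log2 fold changes of 1.98 (SE 0.47), 1.22 (SE 0.20) and 1.24 (SE 0.31), Id3 from 2247 ± 596 to 5533 ± 2487 (adjusted p = 0.0407). Cpe, which encodes a peptide-processing enzyme, rose from 14975 ± 2536 to 23394 ± 3075 (0.65, SE 0.16). Of the quiescence genes that the study names, only Id3 passed without the block. Sparc passed with the block, and Clu, Fabp7 and Aldoc passed in neither fit. The library medians were 0.98, 0.38 and 0.35 in F5, F8 and M9. Of 18 quiescence genes 4 rose, and 5 adjusted over the list alone (camera adjusted p = 0.00397, adjusted p = 0.623 with an estimated correlation, fry adjusted p = 0.189), with 7 under the block. Some of these genes are known markers that the study reported in single cells of the same cultures, so the cells are not independent of that report. The count was 0 without the vehicle library of F5, F8 or M9, and 3, 1 and 6 without the H2O2 library of F5, F8 or M9.

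In the integrated stress response 2 of 20 genes rose, 6 fell and 12 did not pass at 1 ng. Asns, which makes asparagine (chromosome 6, 7675169 to 7693254, minus strand), fell from 3451 ± 759 to 1398 ± 56.3 (log2 fold change −1.28, SE 0.16, adjusted p = 0.0170), and Shmt2, a mitochondrial enzyme of one-carbon metabolism, from 2866 ± 539 to 1062 ± 245 (−1.44, SE 0.19). Slc7a5, an amino acid transporter (−1.05, SE 0.14), and Phgdh, the first enzyme of serine synthesis (−0.74, SE 0.10), fell too. Adjusted over the list alone 3 rose and 7 fell, and with the block 2 rose and 7 fell (without it, camera adjusted p = 0.0134, adjusted p = 0.623 with an estimated correlation, fry adjusted p = 0.0680). The median against the vehicle mean was −0.72 in F5, −0.55 in F8 and −0.42 in M9. Against the vehicle library of the same culture it was −0.36, −0.79 and −0.70. No member passed without the vehicle library of F5, F8 or M9.

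Some immediate early and interferon genes rose at 1 ng. The immediate early genes Junb (log2 fold change 0.74, SE 0.13) and Fos (0.84, SE 0.23, adjusted p = 0.0499), parts of the AP-1 factor, and Spry2, a brake on receptor signaling (0.54, SE 0.14), rose, which is 3 of 18 and 6 adjusted over the list alone (camera adjusted p = 0.0134, adjusted p = 0.566 with an estimated correlation). With the block the adjusted p of Fos was 0.0603 and 5 members rose. Without the H2O2 library of F5, F8 or M9 only 1 rose. Ifi27, an interferon-induced gene, rose from 232 ± 7.41 to 441 ± 68.4 (0.92, SE 0.15), the immunoproteasome gene Psmb8 from 25.3 ± 6.08 to 54.7 ± 4.92 (1.11, SE 0.29), and the ubiquitin-like gene Isg15 from 0.676 ± 0.587 to 5.80 ± 2.91 (2.01, SE 0.50), which is a handful of reads. These were 3 of 14 interferon genes, with 5 adjusted over the list alone (camera adjusted p = 0.00521, adjusted p = 0.623 with an estimated correlation). With the block 4 interferon genes rose, and 1, 1 and 2 rose without the H2O2 library of F5, F8 or M9. No member of either list passed without the vehicle library of F5, F8 or M9.

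Cholesterol synthesis and chaperone genes showed a few falls. Stard4, a sterol carrier (log2 fold change −0.69, SE 0.14), and the enzymes Dhcr7 (−0.61, SE 0.16) and Mvd (−0.52, SE 0.13) fell, which is 3 of 21 (camera adjusted p = 0.0134, adjusted p = 0.739 with an estimated correlation), with 5 under the block. Without the H2O2 library of F5, F8 or M9 6, 0 and 2 fell. The mitochondrial chaperones Hspd1 (−0.87, SE 0.15) and Hspe1 (−0.69, SE 0.12) and the cytosolic Hsp90aa1 (−0.33, SE 0.09) fell, 3 of 13 in the heat shock list, where the list median was 0.12 and camera pointed down (adjusted p = 0.922). Without the H2O2 library of F8 1 chaperone fell. With the block 2 heat shock genes rose and 3 fell. No member of these lists passed without the vehicle library of F5, F8 or M9.

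None of the 28 NRF2 targets, which encode antioxidant enzymes, passed at 1 ng. The smallest p belonged to Me1, a source of NADPH (log2 fold change 0.62, SE 0.17, adjusted p = 0.0526), followed by Gpx1, a peroxidase (0.60, SE 0.20, adjusted p = 0.0812), and the glutathione transferases Gsta4 (0.81, SE 0.28) and Mgst1 (0.78, SE 0.33). The library medians against the vehicle mean were 0.94 in F5, 0.20 in F8 and −0.13 in M9. Against the vehicle library of the same culture they were 0.82, 0.04 and 0.15. By camera the list had an adjusted p of 0.0509 (adjusted p = 0.823 with an estimated correlation), and 0.893 without the H2O2 library of F5. With the block 6 members rose, among them Me1 (adjusted p = 0.0178) and Gpx1 (adjusted p = 0.0142), with camera at 0.0119. DESeq2 called 4. Without the H2O2 library of M9 5 members rose by limma, without that of F8 0 rose, and without that of F5 0 rose and 1 fell, with 15 of 28 higher.

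Few genes of cell identity changed at 1 ng. Vim, an intermediate filament of progenitors, rose from 11932 ± 1815 to 18457 ± 2411 (log2 fold change 0.63, SE 0.15, adjusted p = 0.0355), 1 of 19 identity genes (median −0.00, camera adjusted p = 0.901, direction up). Prox1, a dentate granule cell factor (0.86, SE 0.19), and Ncam1, an adhesion molecule (0.41, SE 0.11), rose, 2 of 14 neuronal genes (median −0.04, camera adjusted p = 0.922, direction up). With the block 2 rose and 1 fell in each of these lists. Notch3, a receptor of pericytes and stem cells, rose from 524 ± 60.6 to 1025 ± 104.4 (0.97, SE 0.12, adjusted p = 0.0186), 1 of 5 endothelial and pericyte genes (camera adjusted p = 0.294). By limma no astrocyte gene of 10 (0.370) and no oligodendrocyte gene of 7 (0.901) passed. With the block 2 astrocyte genes rose, and DESeq2 also called 2 up. The microglia gene P2ry12 (0.02), of a list too short for a set test, did not pass. Without the vehicle library of F5, F8 or M9 each of these limma counts was 0, and without the H2O2 library of F8 it was 0 for identity and neuronal genes.

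The remaining lists gave single genes at 1 ng. Syvn1, a ubiquitin ligase of the endoplasmic reticulum, rose (log2 fold change 0.46, SE 0.12, adjusted p = 0.0495), 1 of 15 in the unfolded protein response and 0 adjusted over the list alone (camera adjusted p = 0.901). Igfbp3, which binds insulin-like growth factors, rose from 2656 ± 152 to 5202 ± 1682 (0.92, SE 0.20), 1 of 9 secreted senescence factors (camera adjusted p = 0.157), with 2 under the block. Col6a1, a collagen gene, rose from 18.2 ± 7.85 to 53.1 ± 18.5 (1.52, SE 0.40), 1 of 14 matrix genes (camera adjusted p = 0.172), with an adjusted p of 0.0586 under the block, where 3 other members rose. By limma no hypoxia gene of 17 passed (camera adjusted p = 0.244), and Adm, a vasodilator peptide, had a log2 fold change of 0.89 (adjusted p = 0.0526). Under the block 2 hypoxia genes rose and 1 fell, and DESeq2 called as many in each direction. Each of these limma counts was 0 without the vehicle library of F5, F8 or M9. Syvn1 did not pass without any single H2O2 library of F5, F8 or M9, and Igfbp3 and Col6a1 did not pass without that of F8.

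**Figure D1:**
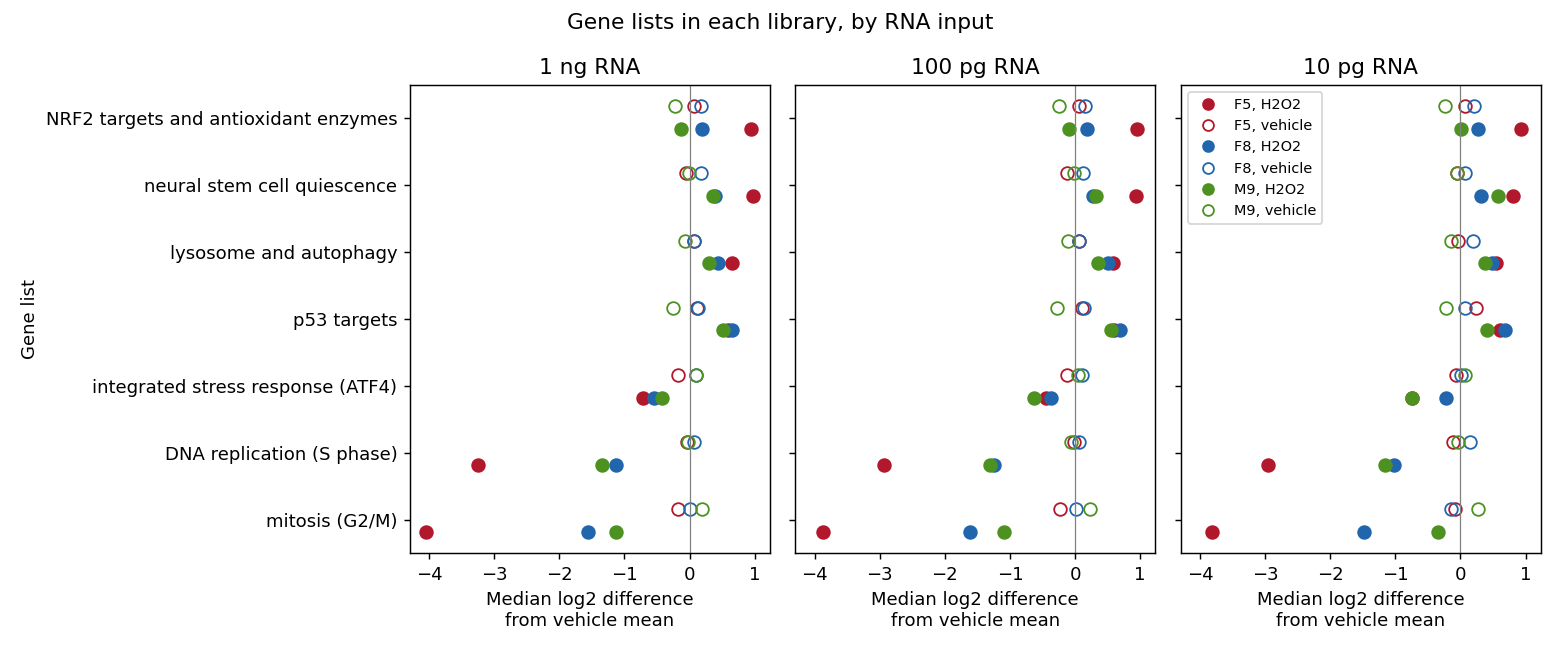
Median log2 difference from the vehicle mean in each vehicle and H2O2 library at the 3 inputs. Shown are the mitosis, DNA replication, integrated stress response, p53, lysosome, quiescence and NRF2 lists. The other lists are not shown.

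**Figure D2:**
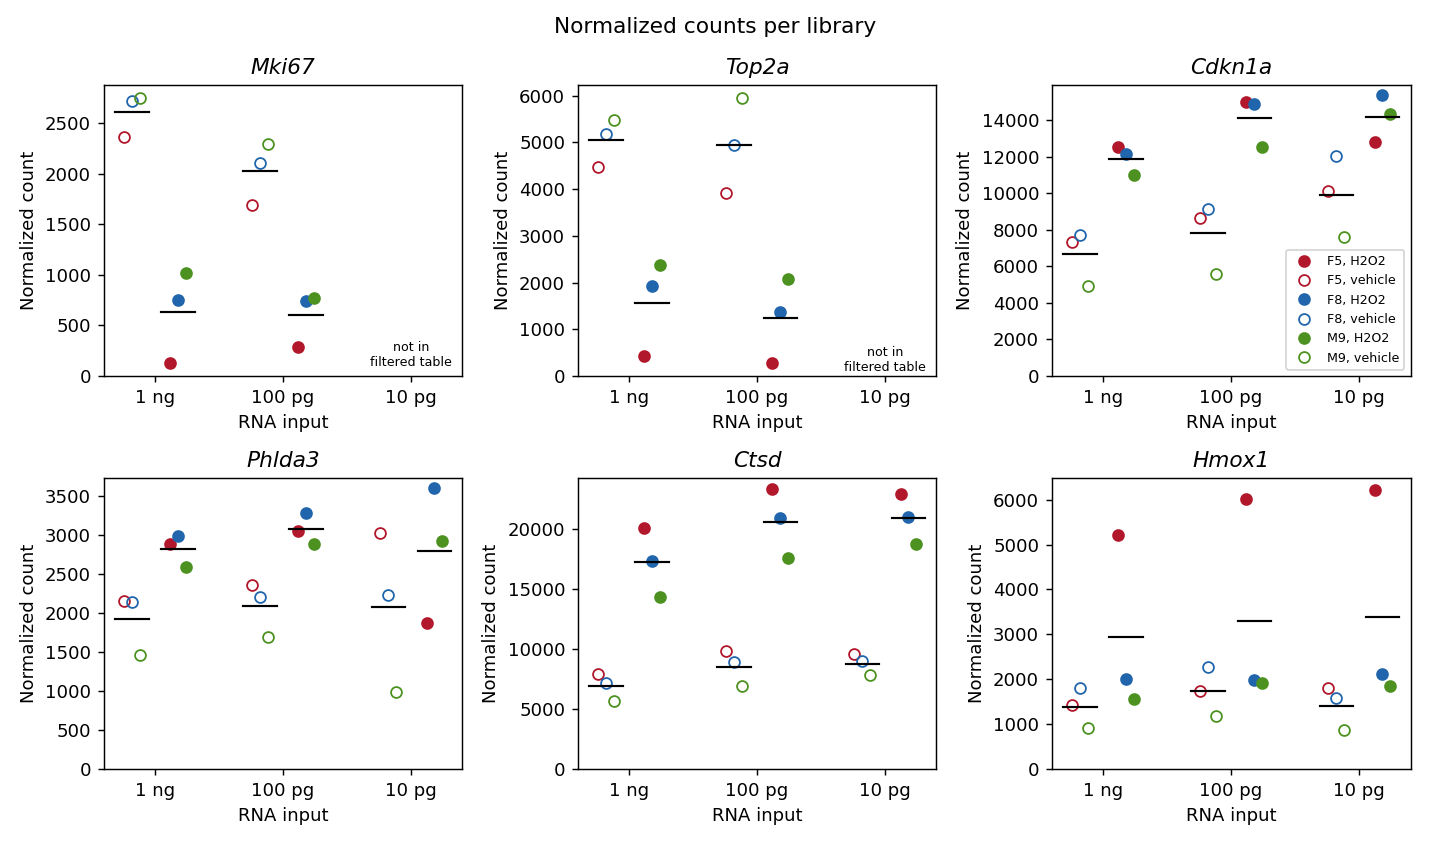
Normalized counts of the genes titled in the panels, which were chosen after the values were seen, in each vehicle and H2O2 library, with the group means as bars.

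Of the 18 genes fixed by name, most of them markers in the study's single cells, Cdkn1a, Id3, Mki67 and Ran passed at 1 ng. Ran, the GTPase of nuclear transport, fell from 9675 ± 124 to 5837 ± 992 (log2 fold change −0.74, adjusted p = 0.0234). The following had adjusted p above 0.05 and passed with the block: Phlda3, a p53 target (0.57, adjusted p = 0.0509 and 0.0210 with the block), Slc5a3, an inositol transporter (1.42, 0.0509 and 0.0212), Top2a, a topoisomerase of dividing cells (−2.01, 0.0550 and 0.0241), Sparc, a matrix protein (1.203, 0.0568 and 0.01004), Cdk1, the mitotic kinase (−2.24, 0.0591 and 0.0336), and Sox11, a neuronal factor (−0.95, 0.0620 and 0.0279). Neither fit called the ribosomal gene Rpl5 (−0.32, adjusted p = 0.0648), the antioxidant gene Srxn1 (0.61, 0.504), the quiescence genes Clu (1.08, 0.290), Fabp7 (−0.06, 0.684) and Aldoc (0.02, 0.960), or the neuronal genes Sox4 (0.06, 0.922) and Map2 (−0.04, 0.896). A p above the threshold does not show that a gene is unchanged.

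At 1 ng 1735 of 13692 genes passed (12.7%), 762 up and 973 down, and 542 of them had a log2 fold change of at least 1 in size. DESeq2 called 2787 genes and edgeR 1780, the fit with the block 2506 (without 57 of the 1735), and 1721 genes were called by both limma and DESeq2. The groups of all called genes did not overlap. Of all genes 37.8% had groups that did not overlap, where 10% would by chance. The count rests on the vehicle libraries and on F8: without the vehicle library of F5, F8 or M9 it was 0 (4319 genes with an unadjusted p under 0.05 with all libraries, and 3562, 3566 and 3260 without them; edgeR 1, 0 and 0; DESeq2 1783, 1695 and 1406), and without the H2O2 library of F5, F8 or M9 it was 1564, 638 and 1667. The smallest adjusted p was 0.0127 with all libraries and 0.0501, 0.0624 and 0.0552 without these vehicle libraries, so many genes lie just under the threshold together.

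The second question was which changes by H2O2 were called at 100 pg. Alox5 rose from 41.9 ± 22.5 to 309 ± 40.0 (log2 fold change 2.98, SE 0.45, adjusted p = 0.0366, n = 3), and Abca1, which exports cholesterol, from 339 ± 140 to 1438 ± 228 (2.15, SE 0.30, adjusted p = 0.0366). Ptprt, a receptor phosphatase (2.23, SE 0.41, adjusted p = 0.0476), Tcp11l2 (1.97, SE 0.37, adjusted p = 0.0476) and Pdgfa, a growth factor for glial progenitors (1.95, SE 0.37, adjusted p = 0.0483), also rose. Fbxo5, an inhibitor of the anaphase-promoting complex, fell from 471 ± 56.9 to 62.4 ± 54.9 (−3.28, SE 0.60, adjusted p = 0.0468), Brca1, a DNA repair gene, from 513 ± 58.2 to 82.7 ± 24.8 (−2.66, SE 0.33, adjusted p = 0.0316), Hirip3, a histone chaperone, from 508 ± 96.7 to 80.6 ± 10.2 (−2.63, SE 0.29, adjusted p = 0.0316), Foxm1 from 1604 ± 251 to 300.1 ± 167 (−2.62, SE 0.45, adjusted p = 0.0441), and Orc1, of the replication origin complex, with −2.54 (SE 0.49, adjusted p = 0.0483).

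Mitosis and DNA replication genes at 100 pg again stood lowest in the H2O2 library of F5, with medians of −3.88, −1.61 and −1.08 for mitosis and −2.93, −1.24 and −1.30 for DNA replication in F5, F8 and M9. Mki67 fell with a log2 fold change of −1.87 (SE 0.35, adjusted p = 0.0476). Of 25 mitosis genes 2 fell, and 25 adjusted over the list alone (camera adjusted p = 1.05e-12, adjusted p = 0.433 with an estimated correlation). Of 27 DNA replication genes 4 fell, and 27 adjusted over the list alone (camera adjusted p = 2.61e-15, adjusted p = 0.433 with an estimated correlation). With the block 17 and 16 fell, and without the H2O2 library of F5 17 and 19. Both counts were 0 without the vehicle library of F5, F8 or M9 and without the H2O2 library of F8. In each of these fits limma called no gene of any kind at 100 pg, so the 0 does not measure a single list. The fry adjusted p was 0.0965 for DNA replication and 0.138 for mitosis. It was 0.00466 and 0.0522 without the H2O2 library of F5, and 0.0646 and 0.223 without both libraries of F5.

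In the lysosomal list 4 genes rose and in the integrated stress response list 5 fell at 100 pg. Ctsd rose from 8540 ± 1495 to 20599 ± 2902 (log2 fold change 1.28, SE 0.15, adjusted p = 0.0316), with Tpp1 (0.76), Cd63 (0.63) and Ctsb (0.56). Asns fell from 3996 ± 705 to 1533 ± 105 (−1.37, SE 0.15, adjusted p = 0.0316), with Shmt2 (−1.53), Slc7a5 (−1.04) and Phgdh (−0.74). These were 4 of 21 lysosomal genes, 13 adjusted over the list alone (camera adjusted p = 7.06e-07, adjusted p = 0.387 with an estimated correlation, fry adjusted p = 0.0294), and with 1 further member 5 of 18 in the stress response, 2 up and 8 down adjusted over the list alone (camera adjusted p = 0.00879, adjusted p = 0.387 with an estimated correlation, fry adjusted p = 0.0294). Of 27 p53 targets 3 rose, among them Dcxr (1.90, SE 0.26, adjusted p = 0.0366), with 14 up and 1 down adjusted over the list alone (camera adjusted p = 1.00e-07, adjusted p = 0.387 with an estimated correlation, fry adjusted p = 0.0294). The fry calls of these 3 lists end without the H2O2 library of F5 (adjusted p = 0.0522 for each). Cdkn1a had a log2 fold change of 0.89 (adjusted p = 0.0521, and 0.0227 with the block). With the block 6 lysosomal genes, 7 p53 targets and 1 stress response gene rose, and 1 p53 target and 6 stress response genes fell. All these counts were 0 without the vehicle library of F5, F8 or M9 and without the H2O2 library of F8.

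Quiescence and the other lists gave few genes at 100 pg. Cpe rose (log2 fold change 0.64, SE 0.13, adjusted p = 0.0491), 1 of 18 quiescence genes and 5 adjusted over the list alone (camera adjusted p = 0.000808, adjusted p = 0.535 with an estimated correlation), with 2 under the block and library medians of 0.93, 0.27 and 0.32 in F5, F8 and M9. Vim rose (0.64, SE 0.13, adjusted p = 0.0499), 1 of 16 identity genes. By limma no immediate early gene of 17 (camera adjusted p = 0.00843, adjusted p = 0.387 with an estimated correlation), no cholesterol gene of 21 (camera adjusted p = 0.0225, adjusted p = 0.671 with an estimated correlation) and no NRF2 target of 28 (camera adjusted p = 0.0380, adjusted p = 0.727 with an estimated correlation) passed. The fry adjusted p of the immediate early genes was 0.0294, and 0.0522 without the H2O2 library of F5. The NRF2 medians against the vehicle mean were 0.95, 0.18 and −0.10 in F5, F8 and M9. Against the vehicle library of the same culture they were 0.82, 0.07 and 0.06. Without the H2O2 library of F5 camera gave an adjusted p of 0.955. With the block 2 immediate early genes and 3 NRF2 targets passed. DESeq2 called 4 immediate early genes and 2 NRF2 targets up and 1 cholesterol gene down. By limma without the block no gene of the other lists passed. With the block 3 matrix genes, 2 secreted senescence factors, 1 interferon gene and 1 heat shock gene rose, and 1 neuronal and 1 heat shock gene fell. DESeq2 called 2 matrix genes, 2 secreted senescence factors, 1 interferon, 1 endothelial and pericyte and 1 heat shock gene up. It called 1 neuronal gene and 3 heat shock genes down. As above, leaving out the vehicle library of F5, F8 or M9 or the H2O2 library of F8 left no member called by limma. Cpe and Vim did not pass without the H2O2 library of F5 either.

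At 100 pg 184 of 12171 genes passed, 81 up and 103 down, 103 of them with a log2 fold change of at least 1 in size. DESeq2 called 1134 and edgeR 169, 2558 genes had an unadjusted p under 0.05, and 26.7% of genes had groups that did not overlap (10% by chance). Without the vehicle library of F5, F8 or M9 limma and edgeR called 0 genes (1839 to 2111 with an unadjusted p under 0.05; DESeq2 555 to 794), and the same holds without the H2O2 library of F8 (2327; DESeq2 1015). Without that of F5 or M9 the count was 249 and 292.

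The third question was which changes by H2O2 were called at 10 pg. No gene of 6356 passed by limma, where 646 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0839. edgeR called 0, and DESeq2 96, 41 up and 55 down. Ctsd was at 8786 ± 886 in vehicle and 20863 ± 2071 after H2O2 (log2 fold change 1.25, SE 0.15, adjusted p = 0.0839 by limma and 9.89e-06 by DESeq2), Cd63 at 3753 ± 555 and 8023 ± 743 (1.10, SE 0.20, 0.169 and 0.00238), Rrm1 at 4974 ± 1057 and 1470 ± 548 (−1.82, SE 0.35, 0.198 and 0.000628), and Shmt2 at 3582 ± 1041 and 1169 ± 325 (−1.61, SE 0.34, 0.236 and 0.00231). Id3 (1.32, DESeq2 adjusted p = 0.00958), Slc7a5 (−1.11, 0.0128), Cpe (0.75, 0.0400), Dcxr (1.65, 0.0446) and Pbk (−2.10, 0.0202) were also called by DESeq2 alone. In the simulated data DESeq2 made 21 false calls at 10 pg beside 8 true ones of genes changed 2-fold and 53 of genes changed 4-fold, so such calls are less sure than the threshold states. By limma no list had a member past the threshold over all genes. DESeq2 called 6 DNA replication, 1 mitosis and 3 stress response genes down, and 2 lysosomal genes, 2 quiescence genes and 1 p53 target up. Leaving out any library of F5, F8 or M9 kept the limma count at 0, with 488 to 671 genes at an unadjusted p under 0.05. The DESeq2 count was 119, 118 and 76 without the vehicle library of F5, F8 or M9 and 110, 134 and 190 without the H2O2 library of F5, F8 or M9.

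Adjusted over the list alone at 10 pg, 3 of 22 p53 targets and 2 of 19 lysosomal genes rose, 5 of 15 quiescence genes rose, and 7 of 15 DNA replication, 1 of 11 mitosis and 5 of 14 stress response genes fell. The camera adjusted p was 0.00637 for p53 targets, 0.0173 for lysosomal genes, 0.00253 for quiescence, 1.10e-08 for DNA replication, 1.39e-05 for mitosis, 0.0393 for the stress response (0.0753 with the block), 0.0173 for NRF2 targets and 0.0147 for secreted senescence factors. With an estimated correlation no list passed camera, as at the other inputs. That adjusted p was 0.313 for lysosome, quiescence, DNA replication, stress response and senescence factors. It was 0.451 for p53 and mitosis, and 0.603 for NRF2. By directional fry only senescence factors passed (adjusted p = 0.0106, 5 of 5 higher), and not without both F5 libraries (fry adjusted p = 0.0506). The mixed fry adjusted p was 0.0152 for p53, DNA replication, lysosome and senescence factors, 0.0183 for quiescence and 0.000354 for the stress response. The H2O2 library of F5 again stood apart, at −3.81 in mitosis against −1.48 in F8 and −0.34 in M9, at −2.95 in DNA replication against −1.01 and −1.16, at 0.93 in NRF2 targets against 0.27 and 0.01, and at 0.81 in quiescence against 0.31 and 0.58. Against the vehicle library of the same culture, NRF2 targets were at 0.83, 0.11 and 0.23 in F5, F8 and M9, and quiescence genes at 0.79, 0.21 and 0.67. Without the H2O2 library of F5 no p53 target and 2 quiescence genes rose adjusted over the list alone, and camera calls ended for NRF2 targets (adjusted p = 0.477), lysosomal genes (0.0555) and the stress response (0.0559). Without that library directional fry called DNA replication and senescence factors (adjusted p = 0.00649 for each). Without both libraries of F5 it called neither (fry adjusted p = 0.0506 for each).

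The fourth question was how far the inputs share their changes. Between 1 ng and 100 pg 160 of 11990 genes were called at both in the same direction, 74 up and 86 down, where independent lists would share 4.82 and 8.08. They were 87.0% of the smaller list and 9.53% of the genes called at either input. Fold changes of all genes correlated with r = 0.71, against 0.20 to 0.54 in the 9 other splits of the 6 RNA samples, and 1625 of 1655 genes called at 1 ng had the same sign at 100 pg (98.2%). Over all genes 78.6% had the same sign, against at most 71.5% in the other splits. Both inputs share their RNA, so independent lists understate the agreement to be had without an effect of H2O2. By limma no gene was shared with 10 pg, where none passed. By DESeq2 10 pg shared 69 genes with 1 ng and 59 with 100 pg, all in the same direction. Fold changes of 1 ng and 10 pg correlated with r = 0.49 (0.09 to 0.33 in other splits), and those of 100 pg and 10 pg with r = 0.43 (0.07 to 0.29). Of the genes called at 1 ng 958 of 1101 (87.0%) had the same sign at 10 pg. Over all genes 68.4% did, against at most 62.8% in the other splits. The overlap of 1 ng and 100 pg was 118 without culture F5 and 0 without F8 or M9.

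**Figure D3:**
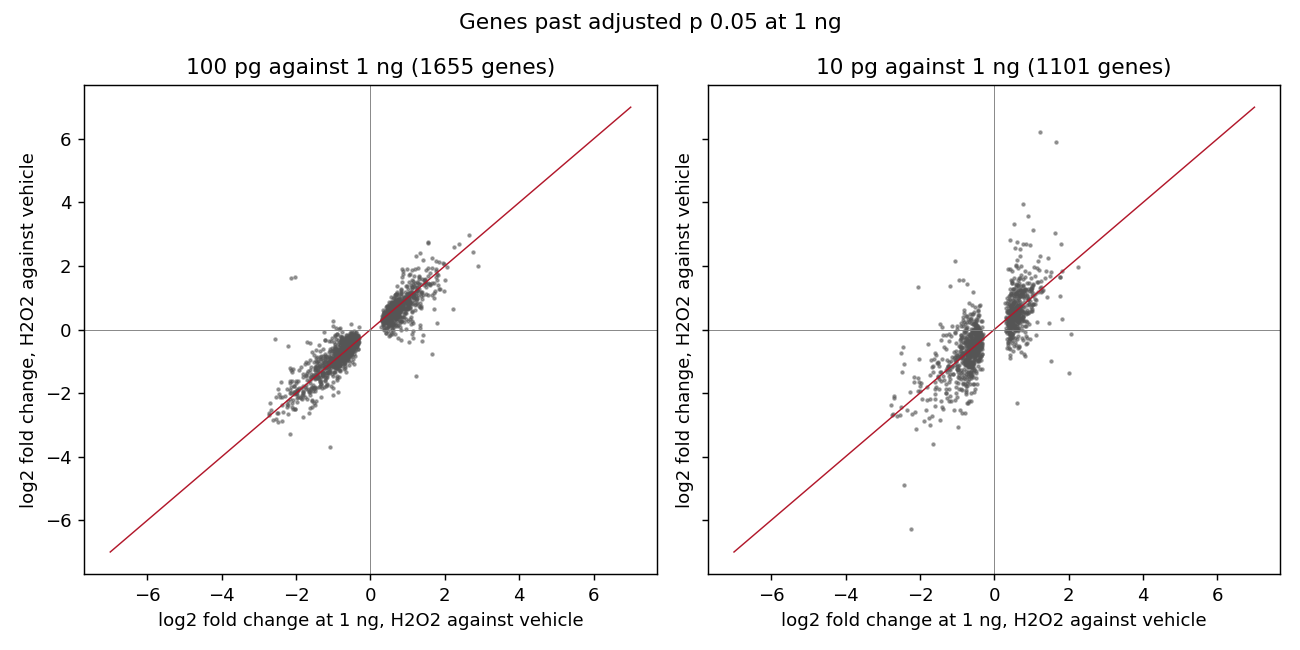
Log2 fold change by H2O2 at 100 pg and at 10 pg against that at 1 ng, for the genes called at 1 ng.

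Whether the measured effect of H2O2 differed between inputs was tested within RNA samples. The inputs are dilutions of the same RNA, so a difference would lie in the measurement and not in the cells. By limma 0 of 11990 genes differed between 100 pg and 1 ng (618 with an unadjusted p under 0.05, 5.15%, smallest adjusted p = 0.233) and 0 of 6336 between 10 pg and 1 ng (287, 4.53%, smallest adjusted p = 0.949), and every alternative also gave 0. The measured fold changes of genes called at 1 ng but not at a lower input, such as Cdkn1a and Pbk, are therefore not shown to differ between inputs. In the simulation the test had little power (10 of 67 simulated 4-fold differences recovered at 100 pg and 0 of 67 at 10 pg). The simulated inputs were drawn independently, while the real ones share their RNA, so the power may be understated.

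The last question was how spread and detection depend on input. The median CV between 3 replicates was 0.123 in vehicle and 0.165 in H2O2 at 1 ng, 0.193 and 0.226 at 100 pg, and 0.362 and 0.381 at 10 pg. The detected genes per library were 24414 ± 1843 at 1 ng, 19820 ± 783 at 100 pg and 13846 ± 275 at 10 pg (mean ± SD, n = 6). They were higher in 6 of 6 RNA samples at each higher input (exact sign permutation, p = 0.03125 and adjusted p = 0.03125 for each pair, the smallest possible), by 4594 ± 1078 from 100 pg to 1 ng, 10568 ± 1618 from 10 pg to 1 ng and 5974 ± 581 from 10 pg to 100 pg. Counting only genes with at least 5 normalized counts, 5 of 6 RNA samples were higher at 1 ng than at 100 pg, by 168 ± 244 (exact sign permutation, p = 0.1875, adjusted p = 0.1875). Genes changed by H2O2 had a median count percentile of 70.1 at 1 ng (46.3 in other genes) and 84.3 at 100 pg (49.5). At 10 pg those called by DESeq2 stood at 70.8 (49.6). The direction depends on the threshold: genes called by DESeq2 with a log2 fold change of at least 1 stood at 41.7 at 1 ng (50.6 in other genes), 50.2 at 100 pg (49.98) and 66.4 at 10 pg (49.7). Over the 18 libraries input held 21.2% of the variance of 6594 genes, treatment 14.9% and culture 12.1%. The first component, with 20.4% of the variance, gave an exact permutation p of 0.1 for treatment at the smallest value possible (n = 3 per group).

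**Figure D4:**
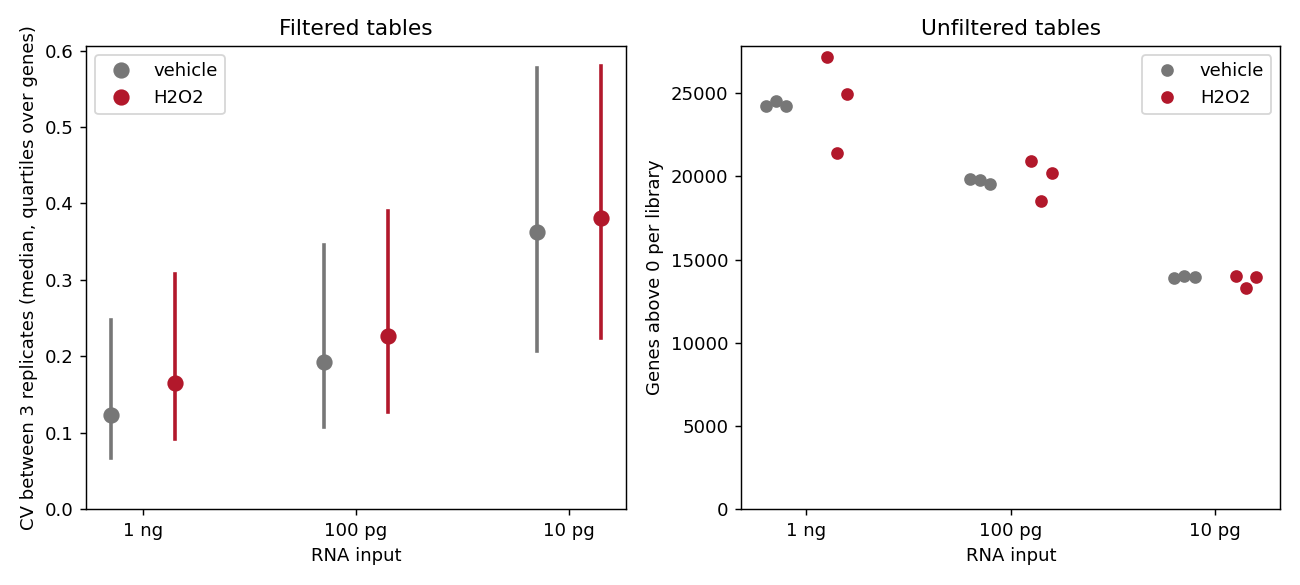
Median CV between replicates of each group and genes detected in each library, at the 3 inputs.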

Values the study reported

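The study reported 790 differentially expressed genes between H2O2- and vehicle-treated NSCs at 1 ng of RNA, and 299 from single cells of the same cultures. By its account the first count used DESeq2 with a minimum log2 fold change of 1. The single-cell count used a Wilcoxon test with a lower minimum. It gave an increase of about 46% in the median CV from 1 ng to 100 pg and of about 77% from 1 ng to 10 pg. Between lists of differentially expressed genes it gave an overlap of 41.5% for 100 pg and 1 ng, 9.0% for 10 pg and 1 ng, and 10.6% for 100 pg and 10 pg.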

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

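The search beyond the genes kept by CLEAR was chosen after the first results were seen. Of 21792 genes of the unfiltered table at 1 ng that CLEAR left out and that could be tested, limma called 152, with 57 higher in H2O2 and 95 lower. Among the 1077 of these with a mean of at least 50 normalized counts 107 were called, 36 of them higher. Many of the called genes carry predicted or clone names, and their annotated types include processed pseudogenes, antisense transcripts and miRNA models. Reads that they share with overlapping genes on the opposite strand were not separated. Ptprn, which encodes a protein of secretory vesicles (protein coding, chromosome 1, 75247027 to 75264502), had 22.7 in vehicle and 278 after H2O2 at 1 ng (log2 fold change 3.94, adjusted p = 0.00422). At 100 pg, where CLEAR kept it, the values were 36.8 and 191 (2.37, adjusted p = 0.0520). Ptprn lies outside the rule for naming genes and was chosen after its values were seen. Why CLEAR left these genes out was not tested.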

How the results depend on the processing

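The alternatives without culture F5, DESeq2 with the block and DESeq2 with a log2 fold change of at least 1 were chosen after the result was seen. Genes changed at 1 ng (1735) numbered 542 with a log2 fold change of at least 1, 2787 by DESeq2, 766 by DESeq2 with that fold change, 830 without culture F5, 2506 with the block, and 0 to 1667 when a library was left out. At 100 pg (184) they numbered 103, 1134 by DESeq2, 517 by DESeq2 with the fold change, 495 with the block, 1328 by DESeq2 with the block, 0 in the unfiltered table (3349 with an unadjusted p under 0.05, smallest adjusted p = 0.0646), and 0 to 292 when a library was left out. At 10 pg (0) DESeq2 gave 96, 212 with the block and 91 with the fold change. Genes shared by 1 ng and 100 pg (160) numbered 68 with the fold change, 929 by DESeq2, 308 by DESeq2 with the fold change, 468 with the block, 0 at an adjusted p under 0.01, 0 in the unfiltered tables and 0 to 118 without a culture. With 10 pg, DESeq2 gave 69 genes shared with 1 ng (34 with the fold change) and 59 shared with 100 pg (35). The median CV in vehicle and H2O2 was 0.427 and 0.522 at 1 ng, 0.419 and 0.483 at 100 pg and 0.744 and 0.820 at 10 pg in the unfiltered tables. In genes of all 3 CLEAR tables it was 0.0824 and 0.117 at 1 ng and 0.136 and 0.165 at 100 pg. With a mean of at least 10 it was 0.112, 0.183 and 0.355 in the vehicle groups of 1 ng, 100 pg and 10 pg. Leaving out a replicate, which lowers a CV by construction, gave 0.0874 to 0.107 and 0.108 to 0.153 at 1 ng, 0.147 to 0.162 and 0.159 to 0.199937 at 100 pg, and 0.284 to 0.292 and 0.304 to 0.316 at 10 pg. The genes detected per library at 1 ng, genes detected per library at 100 pg and genes detected per library at 10 pg depend on the minimum. With at least 1 normalized count they numbered 22511.3 at 1 ng and 13222.3 at 10 pg, and with at least 5 counts 16688.5 at 1 ng, 16520.2 at 100 pg and 12273.7 at 10 pg, where the difference between 1 ng and 100 pg no longer passed (exact permutation, p = 0.1875). The count rank of changed genes at 1 ng was 65.7 by DESeq2, 48.7 with the fold change, 41.7 by DESeq2 with the fold change (50.6 in other genes, the opposite direction), 86.4 in the unfiltered table and 69.8 to 74.2 when an H2O2 library was left out. The count rank of changed genes at 100 pg was 70.8, 68.7 with the fold change, 50.2 by DESeq2 with the fold change (49.98 in other genes) and 80.0016 to 82.1 without a library. Treatment held 11.5% of the variance in the 500 most variable genes, 18.97% after centring within inputs and 15.5 to 19.5% without a replicate, and input 26.2% and 24.9 to 27.6%. Without culture F5 the Slc4a4 log2 fold change at 1 ng was −0.0313, the Cspg4 log2 fold change at 1 ng 0.0181 and the Map2 log2 fold change at 1 ng 0.16, each of opposite sign. The Srxn1 log2 fold change at 1 ng ran from −0.0029 (without the H2O2 library of F5) to 1.01 when a library was left out. None of these genes had passed. Scaling moved the median fold change by at most 0.0619, and the share of called genes that rose at 1 ng went from 43.9 to 52.9% under median centring. Read depth was similar between inputs, so it was not thinned. Where a value moved, the cause was not tested.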

Other observations

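The gene lists of this part, the test of a fault in single libraries, the tests of fewer genes and of smaller folds at 10 pg, and the test of RNA input were chosen after the result was seen. The lists were drawn up after looking at the results, most of them from genes called at 1 ng, so their counts restate that choice and carry no independent weight. Homologous recombination and Fanconi genes fell in 10 of 22 at 1 ng and 2 of 20 at 100 pg, and histone variants and chaperones in 12 of 17 and 4 of 17. H2afz, a histone variant, fell from 8553 to 3313 at 1 ng (log2 fold change −1.42, adjusted p = 0.0218). Aminoacyl-tRNA synthetases fell in 11 of 20 and 2 of 20, SR splicing factors in 7 of 12 and 3 of 12, and nuclear import and export factors in 14 of 21 and 5 of 21. Cytosolic ribosomal protein genes fell in 18 of 80 at 1 ng and 0 of 80 at 100 pg, with medians of −0.28 and −0.20. Genes of the respiratory chain and ATP synthase rose in 10 of 78 and 0 of 78, with medians of 0.24 and 0.27. Proteasome genes (1 of 31 and 0 of 31) and tubulins (3 of 12 and 2 of 12) fell in few cases. Of 8 Ugt1a genes, which encode glucuronosyltransferases, none passed over all genes at any input. All 8 were higher at 1 ng (median 0.64) and at 10 pg (median 6.73, 8 adjusted over the list alone, camera adjusted p = 5.56e-19, adjusted p = 0.111 with an estimated correlation), against 3 of 8 at 100 pg. Their exons are shared, so reads are assigned to single members with uncertainty. The members moved almost as 1 (estimated correlation 0.993 at 1 ng and 0.998 at 10 pg), so the 8 are not separate measurements. The counts over all genes are 0 without the vehicle library of F5, F8 or M9, as no gene passes at 1 ng or 100 pg then. H2afz lies outside the rule for naming genes and was chosen after its values were seen.

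The median CV at 100 pg exceeded that at 1 ng by 45.6%, and that at 10 pg exceeded it by 157.8% (77.0% above 100 pg). For 1 ng to 10 pg the study's value is lower than 157.8%, and it matches the 77.0% found here from 100 pg to 10 pg. Over genes in all 3 tables the CV at 10 pg was 3.73 times that at 1 ng. By DESeq2 with a log2 fold change of at least 1, the genes shared by 100 pg and 1 ng were 31.6% of those called at either input, 36.8% of those called at either over genes tested at both, and 60.04% of the smaller list there. The study's value lies between these, and its denominator is not given in the sources used here. For 10 pg and 1 ng the shares were 4.13% and 12.6%. The study's value lies between these, so its direction depends on the gene set. For 100 pg and 10 pg the shares were 6.11% and 12.8%. Here too the study's value lies between.

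The H2O2 library of F5 lay farther from vehicle than the other H2O2 libraries. A fault in making single libraries would not recur between inputs, and its deviation correlated between 1 ng and 100 pg with r = 0.646, which argues against it. Degraded RNA would lower long transcripts, and the correlation with transcript length was −0.0243, which argues against it, as does a ratio of 1.10 for cells of another type. The same response at a larger size was predicted to give a correlation above 0.5 with the other cultures and a slope above 1. The F5 difference at 1 ng was set against the mean difference of F8 and M9 at 100 pg. The values were r = 0.617 and a slope of 0.858 (r = 0.654 and 0.682 and slopes of 0.45 and 0.523 for F8 and M9). Noise in the 100 pg values lowers such slopes, so a slope under 1 does not speak against a larger response. A larger response cannot be told apart from a response of its own.

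By limma and by edgeR no gene passed at 10 pg, while DESeq2 called 96, so the absence of calls depends on the tool. The tests here concern the limma count, and the part of the tool was not tested. Fewer genes in the table would leave few calls, but limma fitted and adjusted at 1 ng on only the 6336 genes in both tables called 1537 of them (1101 when adjusted over all genes of 1 ng), which argues against it. Smaller fold changes are argued against by a slope of 0.991 on those of 1 ng. A larger spread fits, since 1 ng fold changes set on the residuals of 10 pg gave 1 call, and the residual SD was 0.155 at 1 ng, 0.241 at 100 pg and 0.637 at 10 pg.

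A pattern found after seeing the data is that 259 of 12081 genes with a mean of at least 50 in either table were at least 2-fold higher at 100 pg than at 1 ng in all 6 RNA samples, and 4 lower. Olig2, a factor of the oligodendrocyte lineage, had 336 ± 17.7 at 1 ng, 13245 ± 2375 at 100 pg and 353 ± 120 at 10 pg (n = 6). Reads of overlapping genes would be more frequent among them, and the ratio was 0.801, which argues against it. The lower RNA input was predicted to raise these genes at 10 pg too. Their median log2 difference between 10 pg and 1 ng was −2.26. Values of 0 at 10 pg lower such a log2 mean, and the same difference was not computed for other genes. This test therefore does not decide on the lower RNA input. GC content differed by 3.29 percentage points, and its part cannot be told apart from other causes. The treatment comparisons are within a table, and Olig2 was chosen after its values were seen.

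Regrouping the 6 RNA samples into 3 and 3 gives 10 splits, which cannot give a share under 0.05, so an effect of chance is neither excluded nor shown. The real split gave 1735 genes at 1 ng against 0 at most in the 3 other splits that part all pairs, 184 against 0 at 100 pg, and 0 against 3 at 10 pg. At least as many genes came from 1 of 10 splits at 1 ng and at 100 pg and from 10 of 10 at 10 pg and in both interactions (0 against 1 and 0 against 0).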
